# Nfat5 is involved in the hyperosmotic regulation of Tmem184b: a putative modulator of ibuprofen transport in renal MDCK I cells

**DOI:** 10.1002/2211-5463.12630

**Published:** 2019-05-07

**Authors:** Rune Nørgaard Rasmussen, Kenneth Vielsted Christensen, René Holm, Carsten Uhd Nielsen

**Keywords:** hyperosmolality, ibuprofen carrier, NFAT5, siRNA, TMEM184b, transcriptomics

## Abstract

Nuclear factor of activated T cells 5 (NFAT5) is a transcription factor involved in the regulation of several genes involved in the response to extracellular hyperosmolality. Recently, the uptake of ibuprofen by an as yet unknown carrier was suggested in Madin‐Darby canine kidney (MDCK) I cells exposed to hyperosmolality. We therefore speculated that Nfat5 could be involved in the regulation of this ibuprofen carrier. Reverse transfection with siRNA against Nfat5 was used to knock down Nfat5 in MDCK I cells. The uptake of both radiolabelled taurine and ibuprofen was measured in MDCK I cells, first treated with siRNA against Nfat5 and afterwards cultivated with raffinose‐supplemented normal growth medium (500 mOsm) for 24 h. The siRNA transfection resulted in knockdown of Nfat5, and uptake of both taurine and ibuprofen was significantly decreased in transfected MDCK I cells. The decrease in ibuprofen uptake indicates that Nfat5 is involved in upregulation of the ibuprofen carrier. A transcriptome analysis of MDCK I cells treated with siRNA against Nfat5 revealed 989 genes upregulated by Nfat5 during hyperosmotic exposure. From these genes, the gene product transmembrane protein 184b was found to be regulated by Nfat5, and Tmem184b was the only potential gene product involved in the uptake of ibuprofen in MDCK I cells.

**Dataset:**

The RNA sequencing dataset is available from the NCBI Gene Expression 452 Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE122074.

**Abbreviations**
MDCK: Madin‐Darby canine kidney
NFAT5: nuclear factor of activated T cells 5
SLC: solute carrier
Tmem184b: transmembrane protein 184b
TonEBP: tonicity‐responsive binding‐protein

Nuclear factor of activated T cells 5 (NFAT5), also referred to as tonicity‐responsive binding‐protein (TonEBP), is a major transcriptional factor in the cellular response to hyperosmolality 1. Several genes are affected by NFAT5 during hyperosmotic exposure 2. *BGT1* (SLC6A12), *SMIT1* (SLC5A3), *TauT* (SLC6A6) and *aldose reductase* (AKR1B1) are particularly important genes regulated by NFAT5 3, 4, 5, 6. The proteins of the mentioned genes protect the cell during hyperosmolality by accumulating uncharged small organic osmolytes intracellularly. This process is vital, because the osmolytes can be accumulated in high concentrations with little effect on other cellular processes 7. Recently, an ibuprofen carrier was detected functionally in Madin‐Darby canine kidney (MDCK) I cells after exposure to hyperosmolality 8. The protein or proteins responsible for the cellular uptake of ibuprofen have not yet been identified. However, the upregulation of the underlying protein appears to be a result of increased transcription since the transcription inhibitor, actinomycin D, and the translation inhibitor, cycloheximide, both inhibit the upregulation of cellular ibuprofen accumulation 9.

A transcriptome analysis of MDCK I cells during hyperosmotic exposure has recently provided an overview of transporting proteins regulated by hyperosmolality 10. From this analysis, 25 candidate solute carriers (SLCs) were selected, and a siRNA knockdown approach was attempted without any effect on the hyperosmotic‐induced ibuprofen uptake in MDCK I cells (unpublished data). Therefore, further information about the regulatory signal upregulating ibuprofen uptake is needed in order to provide experimental tools to identify the underlying gene responsible for the ibuprofen transport in MDCK I cells. As several SLCs, such as SLC6A6, SLC5A3 and SLC6A12, are regulated by NFAT5 during hyperosmolality, we hypothesize that this transcription factor could also be involved in the upregulation of the ibuprofen carrier. Knowing the involvement of Nfat5 in the regulation of the ibuprofen transport will provide a possible new experimental approach to a new transcriptome analysis. This would potentially lower the number of candidates for the ibuprofen carrier. The aim of the present study is therefore to first investigate if a siRNA‐mediated knockdown of *Nfat5* in MDCK I cells affects the uptake of ibuprofen during hyperosmolality. And secondly, the aim is to use the obtained knowledge to perform a full transcriptome analysis aimed at identifying putative candidate genes coding for a carrier for ibuprofen. The findings of the study identified a set of 989 genes regulated by Nfat5 during hyperosmolality, and among these, transmembrane protein 184bB (Tmem184b) was investigated further. The upregulation of Tmem184b during hyperosmolality and the likely involvement of Nfat5 in the regulation improve the knowledge about the function and regulation of Tmem184b and suggest a role of the protein in ibuprofen transport.

## Materials and methods

### Materials

Dulbecco's modified Eagle's medium (DMEM)/F‐12, Tween 20, phosphate‐buffered saline solution, penicillin–streptomycin, siRNA constructs, d‐(+)‐raffinose pentahydrate, RIPA buffer, 2‐mercaptoethanol, 4‐(2‐hydroxyethyl)‐1‐piperazineethanesulphonic acid (HEPES), Triton X‐100, Trypsin–EDTA (×10) and l‐glutamine were all purchased from Sigma‐Aldrich (St. Louis, MO, USA). Hank's balanced saline solution (HBSS) (10×) and sodium bicarbonate (7.5%) were obtained from Gibco, Invitrogen (Paisley, UK). RS‐[^3^H(G)] ibuprofen ([^3^H]‐ibuprofen; 20 Ci·mmol^−1^) was from American Radiolabelled Chemicals, Inc. (St. Louis, MO, USA). [2,2‐^3^H(N)]‐taurine ([^3^H]‐taurine; 10.1 Ci·mmol^−1^) and Ultima Gold scintillation liquid were purchased from PerkinElmer (Boston, MA, USA). Cell culture plastic ware was obtained from Corning Life Science (Wilkes Barre, PA, USA). Water was obtained from a Milli‐Q water purification system (Merck Millipore, Darmstadt, Germany). FBS, Pierce™ BCA protein assay kit and Lipofectamine® RNAiMAX were from Thermo Fisher Scientific (Waltham, MA, USA). cOmplete™ ULTRA Tablets, Mini, *EASYpack* Protease Inhibitor Cocktail were purchased from Roche Diagnostics (Mannheim, Germany). Four to twenty percent Mini‐PROTEAN® TGX Stain‐Free™ Protein Gels, Trans‐Blot® Turbo™ Mini poly(vinylidene difluoride) (PVDF) Transfer packs, 10× Tris‐glycine‐SDS buffer, 10× Tris‐buffered saline, blotting‐grade blocker, Precision Protein™ StrepTactin‐HRP Conjugate, Precision plus protein™ WesternC™ protein standard, 4× Laemmli sample buffer and goat anti‐rabbit IgG (H + L)‐HRP Conjugate were obtained from Bio‐Rad (Hercules, CA, USA). Polyclonal rabbit anti‐Nfat5 antibody was from Novus biological.

### Cell cultivation

Madin‐Darby canine kidney I cells were obtained from European Collection of Authenticated Cell Cultures (ECACC, Porton Down, UK) and cultured using DMEM/F‐12 containing 1% penicillin–streptomycin, 2 mm l‐glutamine and 10% FBS (normal growth medium) in an atmosphere of 5% CO_2_‐ 95% O_2_ at 37 °C.

### siRNA knockdown

Madin‐Darby canine kidney I cells were transfected with siRNA by reverse transfection against *Nfat5* or *Tmem184b*. Briefly, siRNA (100 nm final concentration) and 1.5 μL Lipofectamine® RNAiMAX in a total volume of 100 μL serum‐free medium were prepared following the protocol of the manufacture and added to each well (24‐well plate, well area 1.9 cm^2^) and incubated at room temperature for approximately 20 min. Then, 400 μL cell suspension with a concentration of 427 500 MDCK I cells per mL (90 000 MDCK I cells per cm^2^) in normal growth medium was added. The cells were incubated at 37 °C 5% CO_2_ overnight. The next day, the medium containing siRNA was removed and exchange with normal growth medium overnight, whereafter raffinose‐supplemented (200 mOsm) normal growth medium (total osmolality of 500 mOsm) was added for 24 h. To control cells, Slc22a6‐siRNA (Neg‐siRNA) was used with cells treated with normal growth medium (300 mOsm) and raffinose‐supplemented normal growth medium (500 mOsm), as Slc22a6 is not expressed in MDCK I cells 10. After 24 h, the cellular uptake of either [^3^H]‐ibuprofen (50 nm, 1 μCi·mL^−1^) 1 or [^3^H]‐taurine (99 nm, 1 μCi·mL^−1^) was measured. When transfecting with siRNA against *Tmem184b*, the medium was not changed the day after transfection. Instead, the cells were treated with raffinose‐supplemented growth medium (500 mOsm) for 24 h resulting in a total cultivation time of 48 h. The sequences of the siRNA constructed used for siRNA transfection are given in Table 1.

**Table 1:** siRNA constructed used in siRNA knockdown

Accession number	Gene target	Nr	Direction	Sequence
XM_533258.5	Slc22a6 (Neg)	–	Sense (5′–3′)	CCAAUGGCUGGAUCUACGA
			Antisense (5′–3′)	UCGUAGAUCCAGCCAUUGG
XM_005620767.3	Nfat5	1	Sense (5′–3′)	GAATAATGGTACTCAGCAA
			Antisense (5′–3′)	UUGCUGAGUACCAUUAUUC
XM_005620767.3	Nfat5	2	Sense (5′–3′)	CUCACAUGAUGAGUGCAUU
			Antisense (5′–3′)	AAUGCACUCAUCAUGUGAG
XM_005620767.3	Nfat5	3	Sense (5′–3′)	CUUCUAAUCAGCUGCCCAA
			Antisense (5′–3′)	UUGGGCAGCUGAUUAGAAG
XM_005625888.3	Tmem184b	1	Sense (5′–3′)	GCAAGUACCGGGAUGGUGA
			Antisense (5′–3′)	UCACCAUCCCGGUACUUGC
XM_005625888.3	Tmem184b	2	Sense (5′–3′)	GCCUUCACCUACAAAGUCU
			Antisense (5′–3′)	AGACUUUGUAGGUGAAGGC
XM_005625888.3	Tmem184b	3	Sense (5′–3′)	CCAUCGAGUCCAGCUGUAU
			Antisense (5′–3′)	AUACAGCUGGACUCGAUGG

### Cellular uptake of ibuprofen and taurine

Before the uptake studies, the cells were equilibrated in prewarmed HBSS containing 10 mm HEPES and adjusted to pH 7.4 at 37 °C for 15 min. The cells were then incubated for 5 min at 37 °C with [^3^H]‐ibuprofen (50 nm, 1 μCi·mL^−1^) 1 or [^3^H]‐taurine (99 nm, 1 μCi·mL^−1^) in HBSS with 10 mm HEPES adjusted to pH 7.4 using 1 mm NaOH. After incubation, the uptake medium was removed and the cells were washed three times with ice‐cold HBSS. The cells were detached by addition of 200 μL 0.1% Triton X‐100 in Milli‐Q water. The cell suspension was transferred to pony vials, and 2 mL of Ultima Gold scintillation fluid was added followed by liquid scintillation counting using a TriCarp 4910 TR liquid scintillation counter from PerkinElmer.

### Western blotting

Total protein from MDCK I cells was isolated by washing the cells with ice‐cold PBS and afterwards treating with 10× RIPA buffer containing 1× protease inhibitor. The total protein content was measured using Pierce™ BCA protein assay following the protocol of the manufacture. Protein samples for western blotting were prepared by heating the protein to 95 °C for 5 min and adding 4× Laemmli sample buffer and 2‐mercaptoethanol to a final concentration of 1 mg·mL^−1^ protein, 1× Laemmli sample buffer and 1 : 39 2‐mercaptoethanol. The samples were loaded to a precast 4–20% polyacrylamide Stain‐Free™ gel and ran using 200 V in 1× Tris‐glycine‐SDS buffer. Precision plus protein™ WesternC™ protein standard was used as protein ladder. After running, the gel was activated in a ChemiDoc™ XRS+ imager (Bio‐Rad) and then blotted to a PVDF blot using trans‐blot® turbo™ blotter (Bio‐Rad). The blot was then treated with a 5% blocking solution (milk) in 1× TBST and then with primary antibody (1 : 1000) in a 5% blocking 1× TBST solution overnight at 4 °C on a rocker. The next day, secondary antibody (1 : 3000) was added in 5% milk in 1× TBST containing Precision Protein™ StrepTactin‐HRP Conjugate (1 : 5000). Following the treatment with secondary antibody, the HRP substrate was added to the blot and then visualized. The software Imager Lab™ (Bio‐Rad) was used to calculate the relative loaded protein and the relative band intensity.

### Real‐time PCR

Total RNA was isolated using Nucleospin® RNA/Protein (Macherey‐Nagel GmbH Co., Düren, Germany) following the protocol of the manufacture. cDNA was obtained by using High Capacity cDNA Reverse Transcription Kit, and Power SYBR® Green PCR Master Mix (Applied Biosystem, Foster City, CA, USA) was used for real‐time PCR, following the respective protocols. All reactions were run in duplicates. Primers (PentaBase, Odense, Denmark) were used at a concentration of 450 nm. The sequence of the primers used was as follows: *Nfat5* forward: ACCCAGAGACCCTGACAACT, *Nfat5* reverse: TGAAACTGGGTAGCCTGCTG, *Tmem184b* forward: GTGGAGATGTTCTTCGCAGC, *Tmem184b* reverse: GCCATACGTCGGCACTTG, *Gapdh* forward: GGAGGGCCTCATGACCACCGT and *Gapdh* reverse: CACATCTTCCCAGAGGGGCCGT.

### RNA sequencing

Madin‐Darby canine kidney I cells treated with siRNA and cultivated in isosmotic (300 mOsm) and hyperosmotic (raffinose; 500 mOsm) culture medium were used for RNA sequencing. RNA was isolated from the MDCK I cells using Nucleospin® RNA/Protein (Macherey‐Nagel GmbH Co.). The purity of the RNA was measured with a fragment analyser (AATI), following the protocol of the manufacturer. The library preparation was performed using NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB), and the protocol of the manufacturer was followed. The sequencing was performed using a NovaSeq6000 (S2 flow cell) with paired end and a read length of 51. The quality of the sequence was evaluated using fastQC. The samples were mapped using Hisat 2.05 against the *Canis familiaris* 3.1 genome, received from Ensembl (http://www.ensembl.org/index.html). Each sample was counted using featureCounts with the 92 annotation of *Canis familiaris* 3.1. DESeq2 was used to perform the statistical analysis 11. All the samples were used to estimate the size factor and the dispersion. Genes, where the sum of counts was below five in all eight samples, were excluded. The contrast function in DESeq2 was then used to compare the individual conditions. An adjusted *P*‐value of 0.05 was used to determine whether a gene was differentially expressed in a condition. To adjust the *P*‐value for the false discovery rate, the Benjamini–Hochberg–Yekutieli method was used. The R‐package ‘pheatmap’ was used to create the heatmap of the RNA‐sequence analysis.

### Statistical analysis

All samples were performed in atleast biological triplicates, except the RNA sequencing that was performed in biological duplicates. Data are represented as mean ± SEM. Samples were compared by one‐way ANOVA, and Dunnet's multiple comparison test was used to determine the levels of statistical significance, where a *P*‐value < 0.05 was considered significant.

## Results

### siRNA knockdown of Nfat5 in MDCK I cells

The expression of *Nfat5* was knocked down in MDCK I cells using a siRNA approach. The effect of the knockdown at the protein level was investigated by western blotting (see Fig. 1A,B,C) and at the mRNA level by real‐time PCR (see Fig. 2).

**Figure 1:**
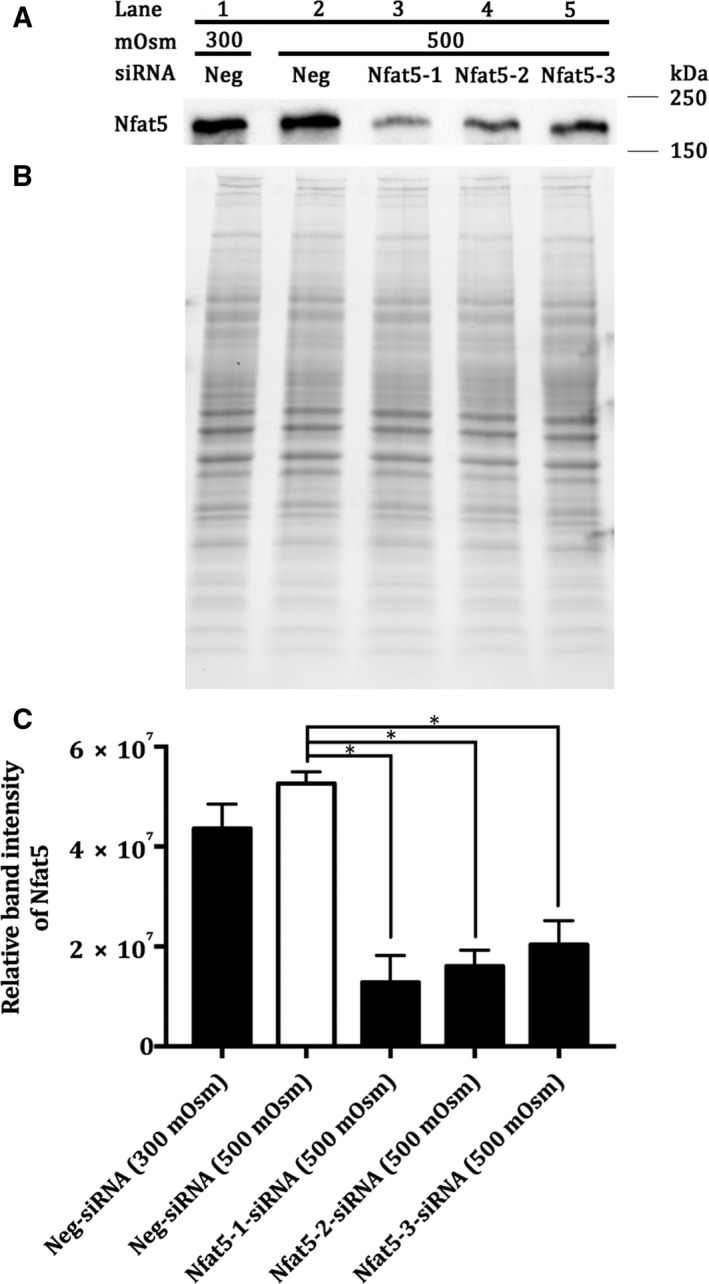
Protein expression of Nfat5 in Nfat5‐siRNA‐treated MDCK I cells cultivated under hyperosmotic conditions. (A) The protein expression of NFAT5, (B) total protein loading control and C: the relative band intensity of Nfat5 in MDCK I cells treated with lane 1: Neg‐siRNA (300 mOsm), lane 2: Neg‐siRNA (500 mOsm), lane 3: Nfat5‐1‐siRNA (500 mOsm), lane 4: Nfat5‐2‐siRNA (500 mOsm) and lane 5: Nfat5‐3‐siRNA (500 mOsm). The protein was separated on a 4–20% polyacrylamide Stain‐Free™ gel and immunoblotted using anti‐Nfat5 (1 : 1000). (A) The immunoblot represents an illustrative example of the results from three different cell passages, *n* = 3. (B) The total protein blot represents an illustrative example of the results from three different experiments, *n* = 3. (C) The band intensity was normalized to the total protein loaded using Imager Lab™ software. Each column represents the mean ± SEM of three different cell passages (*n* = 3). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

**Figure 2:**
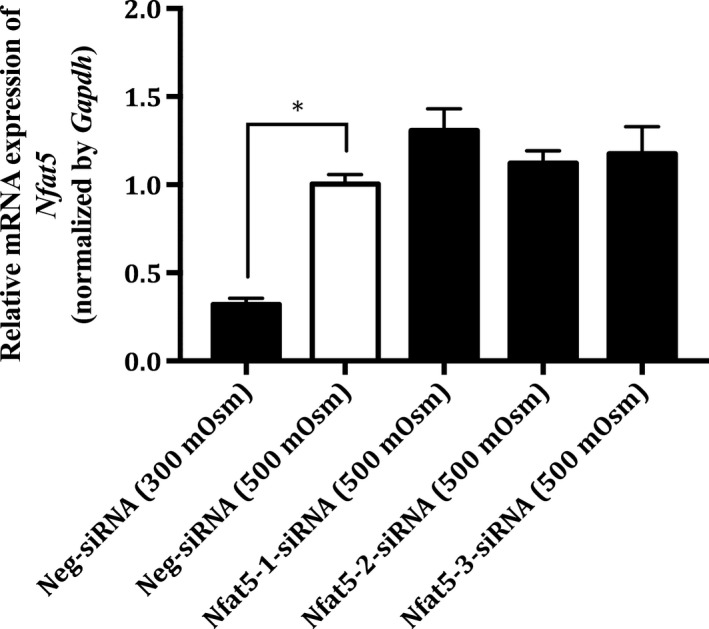
Relative mRNA expression of *Nfat5* in Nfat5‐siRNA‐treated MDCK I cells cultivated under hyperosmotic conditions. MDCK 1 cells were treated with (100 nm) Neg‐siRNA (300 mOsm), Neg‐siRNA (500 mOsm), Nfat5‐1‐siRNA (500 mOsm), Nfat5‐2‐siRNA (500 mOsm) and Nfat5‐3‐siRNA (500 mOsm) using raffinose‐supplemented growth medium as hyperosmotic condition. The MDCK I cells were exposed to hyperosmolality 48 h after the siRNA treatment and the hyperosmotic exposure lasted 24 h. The relative RNA level of *Nfat5* was measured by real‐time PCR and normalized by the expression of *Gapdh*. Each column represents the mean ± SEM of three different cell passages (*n* = 3). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

As seen in Fig. 1A, the protein expression of Nfat5 was visually similar in the raffinose and the isosmotic treated cells. However, all three siRNA‐Nfat5 resulted in a decrease in the protein level of Nfat5, compared to the raffinose‐treated MDCK I cells. The amount of loaded protein in each well was determined using stain‐free precast gels and was similar in all wells (see Fig. 1B). The relative band intensity of Nfat5 (see Fig. 1C) showed that the Nfat5 expression was 3.3 times lower in Nfat5‐siRNA (500 mOsm)‐treated MDCK I cells compared to the Neg‐siRNA (500 mOsm). There was no significant change in the relative band intensity of Nfat5 Neg‐siRNA (500 mOsm) compared to Neg‐siRNA (300 mOsm).

There was no significant difference in the mRNA level of *Nfat5*, 72 h after transfection with each of the three *Nfat5* siRNAs. The level of *Nfat5* was 3.1 times higher in the hyperosmotic (500 mOsm)‐treated MDCK I cells, compared to the isosmotic (300 mOsm)‐treated cells, and the difference was statistically significant (*P* value = 0.002).

### siRNA‐mediated silencing of Nfat5 expression attenuates uptake of taurine and ibuprofen in hyperosmotic‐treated MDCK I cells

The uptake of radiolabelled taurine and ibuprofen in MDCK I cells, treated with three different Nfat5‐siRNAs and raffinose, was investigated (see Fig. 3).

**Figure 3:**
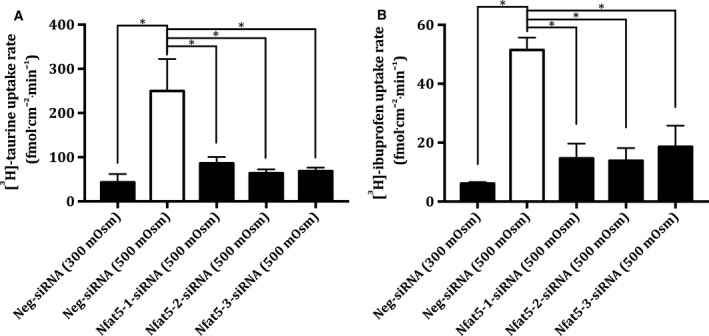
Cellular uptake of [^3^H]‐ibuprofen and [^3^H]‐taurine in Nfat5‐siRNA‐treated MDCK I cells cultivated under hyperosmotic conditions. Cellular uptake rate of 1 μCi·mL^−1^ [^3^H]‐taurine (99 nm) (A) and 1 μCi·mL^−1^ [^3^H]‐ibuprofen (B) (50 nm) in MDCK I cells treated with (100 nm) Neg‐siRNA (300 mOsm), Neg‐siRNA (500 mOsm), Nfat5‐1‐siRNA (500 mOsm), Nfat5‐2‐siRNA (500 mOsm) and Nfat5‐3‐siRNA (500 mOsm). The MDCK I cells were exposed to hyperosmolality 48 h after the siRNA treatment and the hyperosmotic exposure lasted 24 h. HBSS containing 10 mm HEPES adjusted to pH 7.4 with 1 mm NaOH was used as uptake buffer at 37°. The uptake was measured for 5 min. Each column represents the mean ± SEM of three to four different cell passages (*n* = 3–4). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

The results depicted in Fig. 3 show that the uptake of taurine and ibuprofen in raffinose‐ and Neg‐siRNA‐treated MDCK I cells was increased, compared to the cells cultivated under isosmotic conditions. Furthermore, the uptake of taurine and ibuprofen was decreased in MDCK I cells treated with any of the three Nfat5‐siRNAs (500 mOsm), compared to MDCK I cells treated with Neg‐siRNA (500 mOsm), respectively, thus confirming the involvement of Nfat5 in the hyperosmotic upregulation of both taurine and ibuprofen transport.

### Transcriptome analysis of Nfat5‐siRNA‐treated MDCK I cell under hyperosmotic conditions

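RNA of MDCK I cells, a canine kidney epithelial cell line, was sequenced in 8 libraries that formed 4 groups of 2: Neg-siRNA (300 mOsm), Neg-siRNA (500 mOsm), Nfat5-1-siRNA (500 mOsm) and Nfat5-2-siRNA (500 mOsm). Neg-siRNA was the control siRNA, and the other groups received different siRNA constructs against Nfat5. The siRNA concentration was 100 nM, RNA was isolated 72 h after transfection, and the groups at 500 mOsm spent the last 24 h in medium supplemented with raffinose. Replicate 1 of every group came from cell passage 15 and replicate 2 from cell passage 17. The authors mapped the paired-end reads to CanFam 3.1. They counted the reads on the exons of each gene of the Ensembl 92 annotation with featureCounts 1.5.1, without regard to strand. The command had no option to count pairs of reads as fragments, so the mates of a pair seem to have been counted separately. The authors deposited these read counts without normalization. The total count per library ranged from 34564103 in replicate 2 of Neg-siRNA (300 mOsm) to 46043788 in replicate 1 of Nfat5-1-siRNA (500 mOsm). Of the 32704 genes in the count table, 23048 had at least 1 count, and the 19835 with a summed count of at least 5 over the 8 libraries were tested. Counts were normalized with edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test in a single fit of all 8 libraries. Genes with an adjusted p-value under 0.05 after the Benjamini-Yekutieli adjustment were called significant. Expression is given as CPM, the count relative to the TMM-scaled total of its library, as the mean ± SD of the 2 replicates of a group. The difference between the passages was correlated between groups across the 12424 genes with a mean of at least 1 CPM, with Pearson's r from 0.123 to 0.465 over the 6 pairs of groups and a mean of 0.311. Genes are not independent replicates, so no p-value is given for these correlations. Because libraries of the same passage deviated together, results are also given with the replicate number as a block. The block also raised the degree to which edgeR pooled the variance over genes. Its smaller p-values therefore need not come from the passages alone.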

A transcriptome analysis of Nfat5‐siRNA‐treated MDCK I cells under hyperosmotic conditions was performed to identify possible candidates for the responsible gene of the ibuprofen carrier. 

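Compared with Neg-siRNA (300 mOsm), 2246 genes were significantly higher and 1831 were significantly lower in Neg-siRNA (500 mOsm). With the replicate number as a block, these numbers were 3441 and 3124. Compared with Neg-siRNA (500 mOsm), Nfat5-1-siRNA (500 mOsm) had 674 genes higher and 898 lower, or 1906 and 2358 with the block. Nfat5-2-siRNA (500 mOsm) had 926 genes higher and 1464 lower, or 2124 and 3044 with the block. In all, 325 genes were significantly higher with hyperosmolality and significantly lower with both Nfat5-siRNAs. The block was the alternative that moved this number most, to 875 genes, which included all of the 325. Without a condition on the direction, 596 genes changed significantly in all 3 comparisons, and 1936 did with the block. The 325 genes had a median log2 fold change of 1.96 with hyperosmolality, −1.37 with Nfat5-1-siRNA and −1.50 with Nfat5-2-siRNA. On the log2 scale, the mean fall over both siRNAs undid a median of 74.0% of the hyperosmotic rise, with quartiles of 48.6% and 111%. The 325 genes were selected for significant falls, so this share does not describe all genes that rose. The rise and the falls also share the Neg-siRNA (500 mOsm) libraries, and noise that raises these libraries enlarges both. Of the 2246 genes that were higher with hyperosmolality, 1629 were significantly lower with neither siRNA and 292 with only 1 of them. With the block, 2041 of the 3441 higher genes were lower with neither siRNA and 525 with only 1. Across the 12424 genes, the hyperosmotic log2 fold change and the mean log2 fold change over both siRNAs were negatively correlated, with Pearson's r of −0.280. Both quantities use the Neg-siRNA (500 mOsm) libraries, so noise in these libraries alone gives a negative r. When the 2 comparisons used different Neg-siRNA (500 mOsm) libraries, r was −0.209 and −0.254. Within passage 15 alone r was −0.322, and within passage 17 alone it was −0.252.

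**Figure D1:**
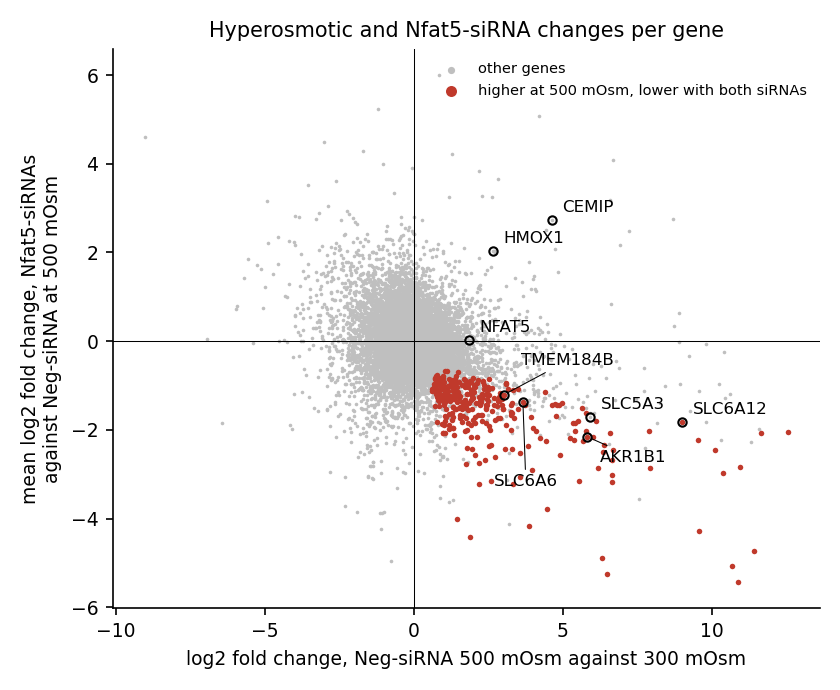
Log2 fold change of Neg-siRNA (500 mOsm) against Neg-siRNA (300 mOsm) on the x axis and mean log2 fold change of both Nfat5-siRNAs (500 mOsm) against Neg-siRNA (500 mOsm) on the y axis, with a point for each of the 12424 genes with a mean of at least 1 CPM; red points were significantly higher at 500 mOsm and lower with both siRNAs, and open circles mark named genes. TMEM184B, SLC6A6, SLC6A12 and AKR1B1 lie among the red points at the lower right, SLC5A3 lies near them in grey, NFAT5 lies near 0 on the y axis, and HMOX1 and CEMIP lie above 0 on both axes.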

A total of 989 genes were significantly (*P*‐adjusted < 0.05) upregulated by hyperosmolality (500 mOSm) compared to the isosmotic condition (300 mOsm) and simultaneously significantly decreased (*P*‐adjusted < 0.05) by both Nfat5‐siRNA (construct 1 and 2) treatments (500 mOsm) compared to the hyperosmotic condition (500 mOsm). 

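Fig. 4 names 50 genes, and 34 of them could be paired with a gene of the count table, through the symbols of Table S1 or because the figure gives an identifier. The other 16 could not be paired and were not analysed here. None of these 16 was found in Table S1 by name. Table S1 lists genes that the paper called significant from the same libraries, so pairing through it favours genes that meet the criteria. The counts that follow therefore do not test the figure as a whole. Of the 34 genes, 26 were significantly higher with hyperosmolality and lower with both siRNAs, and 32 were with the replicate number as a block. All 34 were significantly higher with hyperosmolality, with log2 fold changes from 2.53 to 9.57 and a median of 4.52. With Nfat5-1-siRNA, 33 of the 34 genes were lower, 28 of all 34 changed significantly and the median log2 fold change was −1.45. With Nfat5-2-siRNA, 33 were lower, 32 of all 34 changed significantly and the median was −1.54. The exception was HMOX1, which lies on chromosome 10 from 28743753 to 28752012. It was measured at 8.36 ± 0.862 CPM in Neg-siRNA (300 mOsm), 53.0 ± 0.217 CPM in Neg-siRNA (500 mOsm), 287 ± 4.42 CPM in Nfat5-1-siRNA (500 mOsm) and 164 ± 6.94 CPM in Nfat5-2-siRNA (500 mOsm). Its log2 fold change was 2.66 (SE 0.15) with hyperosmolality, 2.44 (SE 0.14) with Nfat5-1-siRNA and 1.63 (SE 0.14) with Nfat5-2-siRNA, and the largest of the 3 adjusted p-values from edgeR's quasi-likelihood test was 7.89e-05. MRPS6, at position 2 of the figure, was 25.0-fold higher with hyperosmolality. MT1X, MT1E and MT2A belong to a family of similar genes, and reads that map to several places were not counted, so their counts are uncertain. The order of the genes in the figure followed the hyperosmotic p-value of DESeq2, with Spearman's rho of 0.992 across the 34 genes, and 32 of them were among the 50 genes of the whole count table with the smallest such p-value. By size of change, 11 of the 34 were among the 50 largest hyperosmotic rises of the 325 genes and 4 were among the 50 largest mean falls over both siRNAs. Among those of the 325 genes that had a mean of at least 10 CPM in Neg-siRNA (500 mOsm) and changed in the same direction in both passages, the largest hyperosmotic rises were those of PRSS35, ENSCAFG00000008366, SDCBP2, CCL24 and SLC6A12. PRSS35 was at least 230-fold higher and SDCBP2 at least 279-fold higher, since neither had more than 3 counts in a library of Neg-siRNA (300 mOsm). The log2 fold change was 10.10 (SE 0.59) for ENSCAFG00000008366 and 9.54 (SE 0.50) for CCL24. With each replicate left out in turn, it ranged from 9.29 to 15.6 for ENSCAFG00000008366 and from 8.98 to 10.2 for CCL24. The significant falls of ENSCAFG00000008366 with both siRNAs were lost with DESeq2 and the same adjustment. The largest mean falls over both siRNAs, with genes known only by an identifier left out after the first, were those of ENSCAFG00000038731, SDCBP2, KANK3, RARRES2 and ADGRF4. With Nfat5-1-siRNA and Nfat5-2-siRNA, respectively, the log2 fold changes were −4.04 and −4.52 for SDCBP2, −3.86 and −4.97 for ENSCAFG00000038731, −4.27 and −4.07 for KANK3, −4.03 and −3.54 for RARRES2, and −2.78 and −3.67 for ADGRF4. The hyperosmotic rise of ADGRF4 was no longer significant with edgeR's filterByExpr in place of the filter on the summed count.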

Of the 989 genes, the top 50 regulated genes are shown as a heatmap in Fig. 4. 

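Table S1 names 989 genes, 860 by a symbol and 129 only by an Ensembl identifier, and gives the paper's log2 fold change of each in the 3 comparisons. All 989 were in the count table and passed the filter on low counts. The log2 fold changes computed here had the sign given in Table S1 for all 989 genes in each comparison. Of these genes, 463 were higher with hyperosmolality and lower with both siRNAs, and 247 were lower with hyperosmolality and higher with both siRNAs. A further 84 were higher in all 3 comparisons, 193 were lower in all 3, and 2 were lower with hyperosmolality, higher with Nfat5-1-siRNA and lower with Nfat5-2-siRNA. The adjusted p-value was under 0.05 for 864 of the 989 genes with hyperosmolality, for 715 with Nfat5-1-siRNA and for 862 with Nfat5-2-siRNA. It was under 0.05 in all 3 comparisons for 585 genes, and for all 989 genes when the replicate number was a block. Of the 325 genes that met the criteria on significance and direction, 317 were among the 463 genes of Table S1 with those directions.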

A complete list of the 989 genes is found in Table S1.

**Figure 4:**
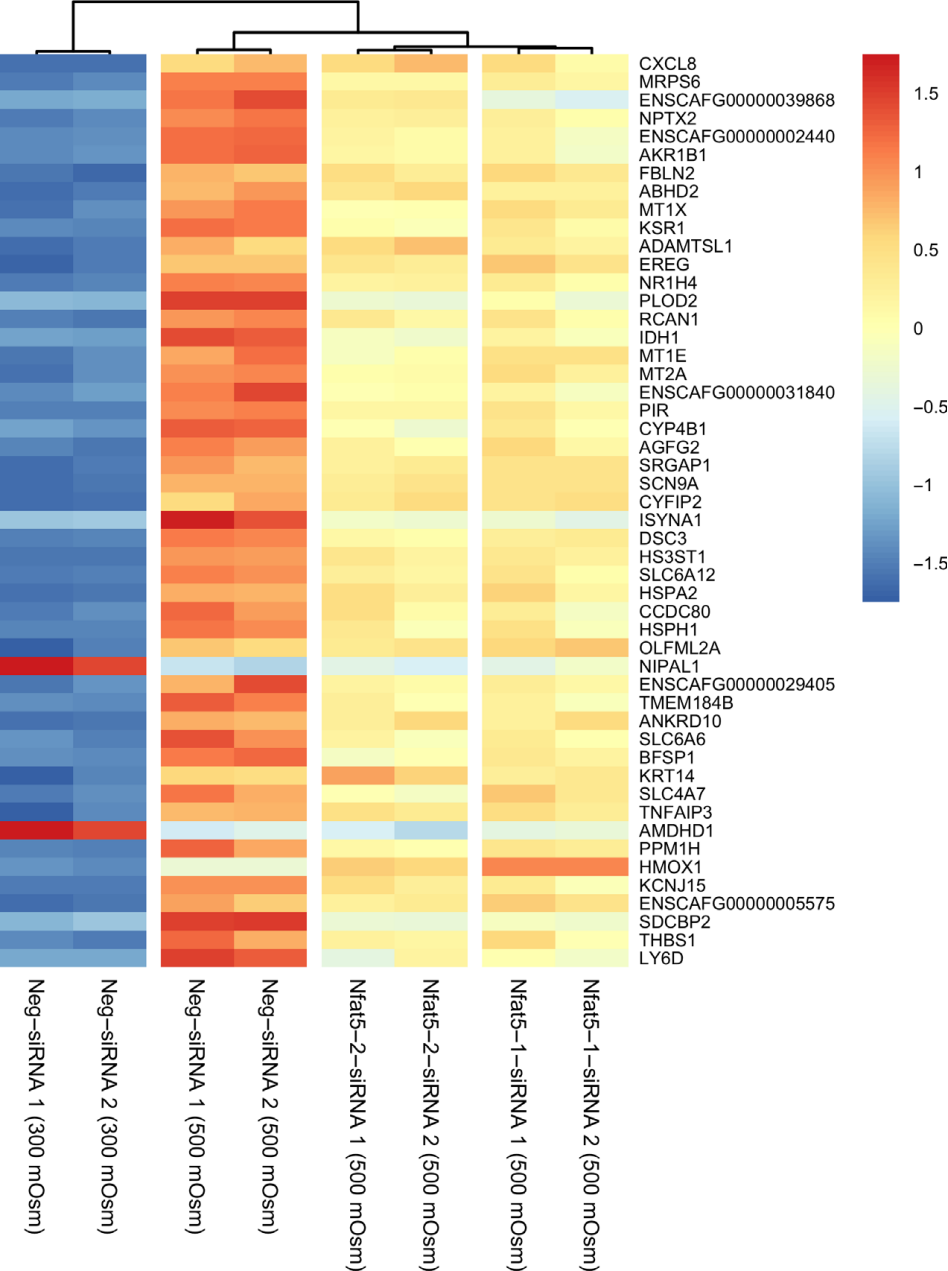
Heatmap of the top 50 genes affected by Nfat5‐siRNA and hyperosmotic treatment. The presented genes are the top 50 genes significantly (*P*‐adjusted < 0.05) upregulated by hyperosmolality (500 mOsm) compared to the isosmotic (300 mOsm) and simultaneously significantly decreased (*P*‐adjusted < 0.05) by both Nfat5‐siRNA treatments (500 mOsm) compared to the hyperosmotic condition (500 mOsm). The colour of each cell represents the relative expression of the gene in the specific condition compared to the average expression of all conditions. The genes are ordered according to the *P*‐adjust value of upregulated genes from the hyperosmotic condition (500 mOsm) compared to the isosmotic condition (300 mOsm). The statistical analysis was performed with DESeq2, and the false discovery rate was controlled by the Benjamini–Hochberg–Yekutieli method with a significance level of 0.05. *n* = 2 passages (each represented in the figure). The heatmap was generated using the R‐package ‘Pheatmap’.

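The 8 transcriptomes were clustered on log2 CPM of the 19835 tested genes, with 1 minus Pearson's r as the distance and average linkage. The paper's text does not name the distance or the linkage behind its own tree. The replicates of Neg-siRNA (300 mOsm), Neg-siRNA (500 mOsm) and Nfat5-1-siRNA (500 mOsm) joined each other first. Replicate 2 of Nfat5-2-siRNA (500 mOsm) joined the Nfat5-1-siRNA pair before replicate 1 of Nfat5-2-siRNA did, so 3 of the 4 groups had their replicates side by side. With Spearman's rho in place of Pearson's r, with only the 500 genes of largest variance, or with Euclidean distance and complete linkage, all 4 groups did. In each of these trees the libraries of both Nfat5-siRNAs formed a cluster, which then joined Neg-siRNA (500 mOsm) and last Neg-siRNA (300 mOsm). Pearson's r between replicates, across the same genes, was 0.988 for Neg-siRNA (300 mOsm), 0.987 for Neg-siRNA (500 mOsm), 0.990 for Nfat5-1-siRNA (500 mOsm) and 0.985 for Nfat5-2-siRNA (500 mOsm). Between libraries of the 2 siRNA constructs it ranged from 0.982 to 0.987, which overlaps the values between replicates. It ranged from 0.971 to 0.979 between Neg-siRNA (500 mOsm) and Nfat5-1-siRNA, from 0.965 to 0.969 between Neg-siRNA (500 mOsm) and Nfat5-2-siRNA, and from 0.947 to 0.952 between Neg-siRNA (300 mOsm) and Neg-siRNA (500 mOsm), all below the values between replicates.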

A hierarchical cluster analysis of the transcriptomes (data not shown) showed a similar cluster tree as the one in the heatmap (see Fig. 4).

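The carriers Slc6a6, Slc6a12 and Slc5a3 and the enzyme Akr1b1 were all significantly higher in Neg-siRNA (500 mOsm) than in Neg-siRNA (300 mOsm). Slc6a6 (ENSCAFG00000004481) lies on chromosome 20 from 4531730 to 4616854 and has 15 exons. It was measured at 229 ± 29.2 CPM in Neg-siRNA (300 mOsm), 2900 ± 637 CPM in Neg-siRNA (500 mOsm), 1187 ± 249 CPM in Nfat5-1-siRNA (500 mOsm) and 1048 ± 185 CPM in Nfat5-2-siRNA (500 mOsm). Its log2 fold change was 3.66 (SE 0.23) with hyperosmolality, −1.29 (SE 0.21) with Nfat5-1-siRNA and −1.47 (SE 0.21) with Nfat5-2-siRNA, with adjusted p-values of 1.62e-06, 0.0099 and 0.0027 from edgeR's quasi-likelihood test. With the replicate number as a block, these p-values were 5.63e-44, 9.48e-14 and 1.16e-16. Slc6a12 (ENSCAFG00000015756) lies on chromosome 27 from 42269697 to 42296182 and has 16 exons. Its expression was 3.93 ± 1.90, 2003 ± 194, 599 ± 267 and 530 ± 50.3 CPM in the same order of groups. The log2 fold changes were 9.01 (SE 0.42), −1.74 (SE 0.30) and −1.92 (SE 0.30), with adjusted p-values of 2.24e-07, 0.0135 and 0.00472 from edgeR, or 5.04e-63, 4.95e-17 and 2.83e-19 with the block. Akr1b1 (ENSCAFG00000001290) lies on chromosome 14 from 2991938 to 3006606 and has 11 exons. Its expression was 20.3 ± 3.23, 1151 ± 50.0, 249 ± 100 and 268 ± 11.9 CPM. The log2 fold changes were 5.82 (SE 0.28), −2.21 (SE 0.23) and −2.10 (SE 0.23), with adjusted p-values of 2.39e-07, 0.000532 and 0.000418 from edgeR, or 2.99e-55, 4.13e-25 and 7.77e-24 with the block. Slc5a3 (ENSCAFG00000009546) lies on chromosome 31 from 28610332 to 28635233 and has 2 exons. It had the fewest counts of these genes, with 0.246 ± 0.0971, 15.5 ± 5.00, 5.62 ± 2.41 and 3.94 ± 0.752 CPM. The log2 fold change was 5.92 (SE 0.45) with hyperosmolality and −1.97 (SE 0.34) with Nfat5-2-siRNA, with adjusted p-values of 6.09e-06 and 0.00899 from edgeR, or 2.25e-32 and 7.02e-11 with the block. With Nfat5-1-siRNA the log2 fold change of Slc5a3 was −1.46 (SE 0.33), which was not significant in the fit without the block (adjusted p = 0.0716, edgeR) and was significant with it (adjusted p = 4.28e-07, edgeR). The direct comparison of the siRNAs gave no significant difference for Slc5a3 (log2 difference −0.51, SE 0.33, adjusted p = 1, edgeR). No other gene shares exonic bases with any of the 4 genes in the annotation.

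**Figure D2:**
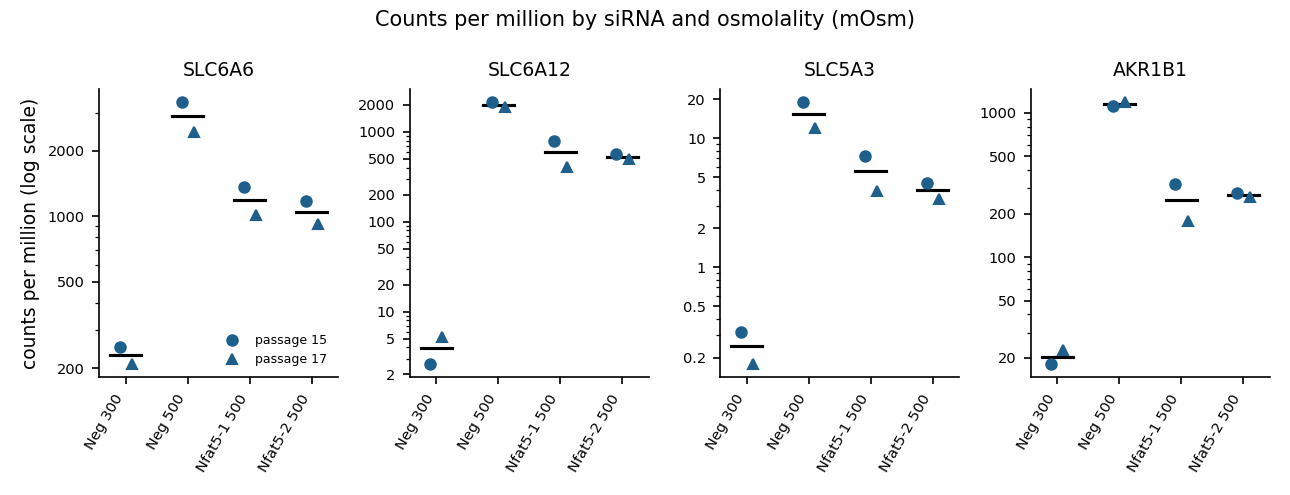
Expression of SLC6A6, SLC6A12, SLC5A3 and AKR1B1 in each of the 8 libraries, in CPM on a log scale, by siRNA and osmolality in mOsm; circles are passage 15, triangles are passage 17 and bars are the means of the 2 replicates. In every panel both Neg-siRNA (500 mOsm) libraries lie above all other libraries, and the Nfat5-siRNA libraries lie between them and Neg-siRNA (300 mOsm).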

Notably, the SLCs *Slc6a6*,* Slc6a12* and *Slc5a3* as well as the enzyme *Akr1b1* had a significant (*P*‐adjusted < 0.05) involvement of Nfat5 in the upregulation during hyperosmolality. These findings are important because Nfat5 regulates Slc6a6, Slc6a12, Slc5a3 and Akr1b1 during hyperosmolality. mRNA expression of *Nfat5* was significantly (*P*‐adjusted < 0.05) upregulated 3.5 times by hyperosmolality (500 mOsm) compared to the isosmotic condition (300 mOsm), but the Nfat5‐siRNA showed no effect on the Nfat5 mRNA level compared to the hyperosmotic (500 mOsm) condition.

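The symbol Nfat5 is not paired with an identifier in the count table or in Table S1, so the gene was identified by its position. In the dog RefSeq annotation NFAT5 lies between NQO1 and CYB5B. Next to NQO1 (ENSCAFG00000020252), on chromosome 5 of CanFam 3.1 from 80003598 to 80115099 on the reverse strand, the count table has ENSCAFG00000020254, with 13 exons and 4581 exonic bases, and this gene was taken as Nfat5. In replicates 1 and 2, it was measured at 21.8 and 23.6 CPM in Neg-siRNA (300 mOsm), 85.9 and 78.5 CPM in Neg-siRNA (500 mOsm), 104 and 88.1 CPM in Nfat5-1-siRNA (500 mOsm) and 72.2 and 73.5 CPM in Nfat5-2-siRNA (500 mOsm). The hyperosmotic increase was 3.62-fold, a log2 fold change of 1.85 (SE 0.15, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test, or 2.92e-22 with the replicate number as a block). The log2 fold change was 0.22 (SE 0.14) with Nfat5-1-siRNA and −0.17 (SE 0.14) with Nfat5-2-siRNA, and neither was significant (adjusted p = 1 for both from edgeR, with and without the block). Because neither siRNA lowered the Nfat5 mRNA significantly, these counts do not check which siRNA a library received. With each replicate left out in turn, the log2 fold change ranged from 0.10 to 0.35 with Nfat5-1-siRNA and from −0.187 to −0.00748 with Nfat5-2-siRNA. The paper's western blots showed less Nfat5 protein with each Nfat5-siRNA, while its real-time PCR showed no significant change of the mRNA. From the lower expression of Slc6a6, Slc6a12, Slc5a3 and Akr1b1 with the Nfat5-siRNAs, together with a lower taurine uptake, the paper reasons that the transfection gave MDCK I cells with a loss of Nfat5 function. For the Nfat5 mRNA, the paper proposes that the siRNA effect was wearing off, which would show in the mRNA before the protein.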

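Tmem184b (ENSCAFG00000001420) lies on chromosome 10 of CanFam 3.1 from 26423924 to 26474431 and has 12 exons, none of which shares bases with another gene of the annotation. It was measured at 92.3 ± 1.22 CPM in Neg-siRNA (300 mOsm), 755 ± 63.7 CPM in Neg-siRNA (500 mOsm), 324 ± 52.3 CPM in Nfat5-1-siRNA (500 mOsm) and 331 ± 45.8 CPM in Nfat5-2-siRNA (500 mOsm). The increase with hyperosmolality was 8.17-fold, a log2 fold change of 3.03 (SE 0.18, adjusted p = 8.63e-07 from edgeR's quasi-likelihood test, or 2.84e-38 with the replicate number as a block). Expression was 2.33-fold lower with Nfat5-1-siRNA (log2 fold change −1.22, SE 0.17) and 2.28-fold lower with Nfat5-2-siRNA (log2 fold change −1.19, SE 0.17). The adjusted p-values of these falls were 0.00287 and 0.00209 from edgeR, and 4.79e-13 and 1.15e-12 with the block. On the log2 scale, Nfat5-1-siRNA undid 40.3% of the hyperosmotic rise and Nfat5-2-siRNA undid 39.2% of it. The constructs did not differ significantly in their effect on Tmem184b (log2 difference 0.03, SE 0.16, adjusted p = 1 from edgeR). With each replicate left out in turn, the log2 fold change ranged from 2.89 to 3.06 with hyperosmolality, from −1.40 to −1.07 with Nfat5-1-siRNA and from −1.34 to −0.999 with Nfat5-2-siRNA. Among the genes that were significantly higher with hyperosmolality and lower with both siRNAs, Tmem184b had rank 92 by the size of the rise and rank 222 by the size of the mean fall.

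**Figure D3:**
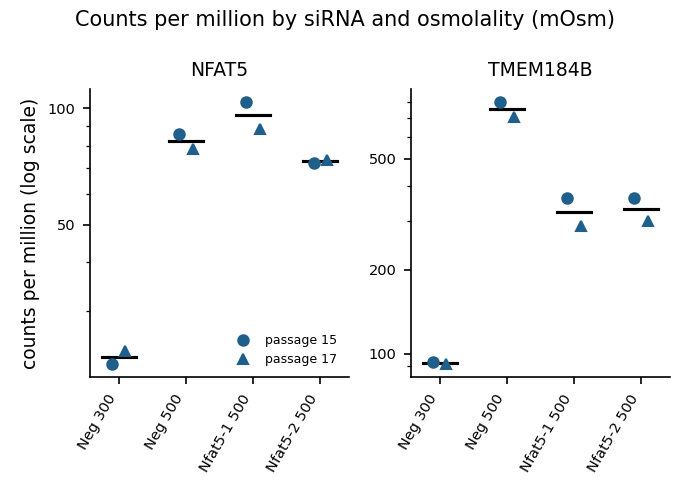
Expression of NFAT5 and TMEM184B in each of the 8 libraries, in CPM on a log scale, by siRNA and osmolality in mOsm; circles are passage 15, triangles are passage 17 and bars are the means of the 2 replicates. The TMEM184B values of both Nfat5-siRNAs lie below Neg-siRNA (500 mOsm) in both passages, and the NFAT5 values lie above it in both passages with Nfat5-1-siRNA and below it in both passages with Nfat5-2-siRNA.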

The 989 potentially Nfat5 regulated genes were compared to the Pfam protein families database 12, and this revealed that Tmem184b is in the Pfam protein family Solute_trans_a (PF03619). The Solute_trans_a family is the family of the organic solute transporter subunit alpha (Ost_alpha_).

### Nfat5 is involved in the regulation of Tmem184b during hyperosmotic exposure

A validation of the association between Nfat5 and *Tmem184b* was performed by real‐time PCR (see Fig. 5).

**Figure 5:**
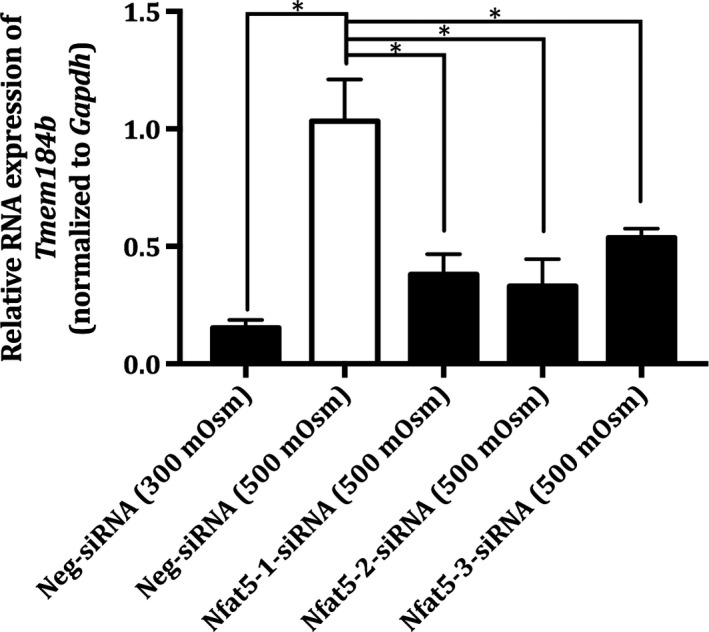
Relative mRNA expression of *Tmem184b* in Nfat5‐siRNA‐treated MDCK I cells cultivated under hyperosmotic conditions. MDCK 1 cells were treated with (100 nm) Neg‐siRNA (300 mOsm), Neg‐siRNA (500 mOsm), Nfat5‐1‐siRNA (500 mOsm), Nfat5‐2‐siRNA (500 mOsm) and Nfat5‐3‐siRNA (500 mOsm). The MDCK I cells were exposed to hyperosmolality 48 h after the siRNA treatment and the hyperosmotic exposure lasted 24 h. The relative RNA level of *Tmem184b* was measured by real‐time PCR and normalized by the expression of *Gapdh*. Each column represents the mean ± SEM of three different cell passages (*n* = 3). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

The real‐time PCR analysis of the *Tmem184b* expression showed that there was a significant 6.7 times upregulation of *Tmem184b*, when MDCK I cells were exposed to hyperosmolality (500 mOsm) compared to the isosmotic condition (300 mOsm). Furthermore, the transfection of MDCK I cells with all three Nfat5‐siRNAs resulted in a 2.3 times lower *Tmem184b* expression compared to the hyperosmotic‐treated MDCK I cells treated with Neg‐siRNA.

### Tmem184b could be partly responsible for the ibuprofen uptake in hyperosmotic‐treated MDCK I cells

The discovery that Tmem184b belongs to the Solute_trans_a Pfam protein family led to the hypothesis that Tmem184b can be involved in the hyperosmotic‐induced ibuprofen uptake either as a regulatory factor or as the actual protein responsible for ibuprofen transport. The mRNA level of *Tmem184b* during the hyperosmotic exposure was knocked down using siRNA against *Tmem184b* (see Fig. 6).

**Figure 6:**
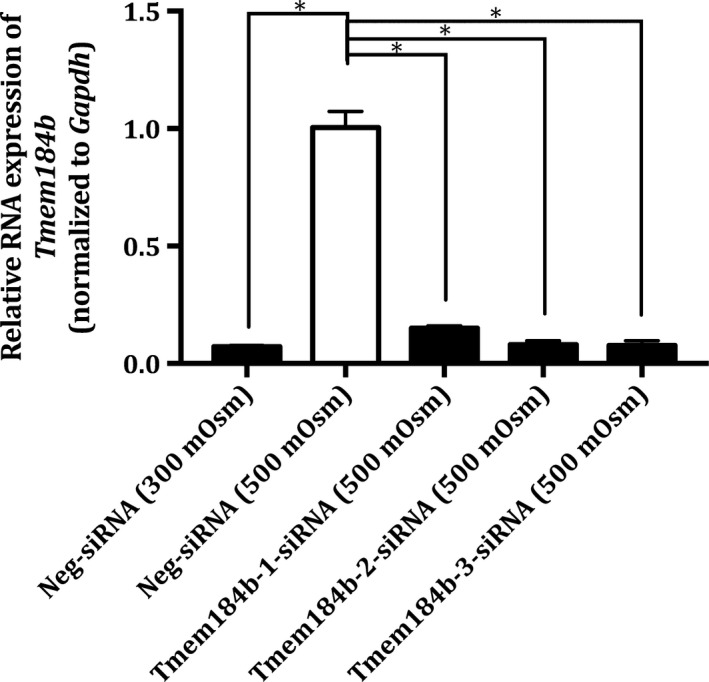
Relative mRNA expression of *Tmem184b* in Tmem184b‐siRNA‐treated MDCK I cells cultivated under hyperosmotic conditions. MDCK 1 cells were treated with (100 nm) Neg‐siRNA (300 mOsm), Neg‐siRNA (500 mOsm), Tmem184b‐1‐siRNA (500 mOsm), Tmem184b‐2‐siRNA (500 mOsm) and Tmem184b‐3‐siRNA (500 mOsm). The MDCK I cells were exposed to hyperosmolality 24 h after the siRNA treatment and the hyperosmotic exposure lasted 24 h. The relative RNA level of *Tmem184b* was measured by real‐time PCR and normalized by the expression of *Gapdh*. Each column represents the mean ± SEM of three different cell passages (*n* = 3). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

The real‐time PCR analysis in Fig. 6 shows that the knockdown of *Tmem184b* resulted in an average of 10 times lower mRNA expression of *Tmem184b* compared to MDCK I cells treated with Neg‐siRNA (500 mOsm). Furthermore, the level of *Tmem184b* was 14 times higher in the hyperosmotic‐treated MDCK I cells compared to the isosmotic treated.

The ibuprofen uptake in Tmem184b‐siRNA‐transfected MDCK I cells was measured after the exposure of hyperosmolality for 24 h (see Fig. 7).

**Figure 7:**
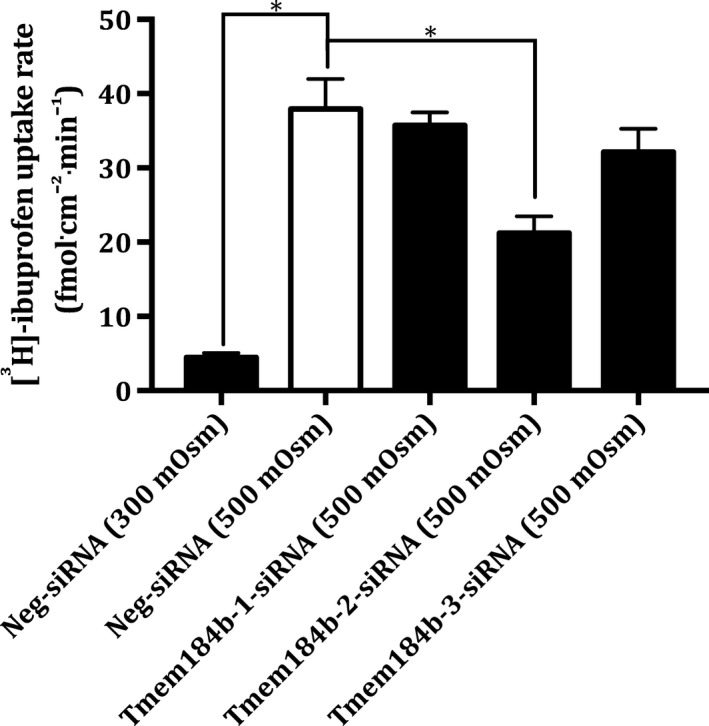
Cellular uptake of [^3^H]‐ibuprofen in Tmem184b‐siRNA‐transfected MDCK I cells cultivated under hyperosmotic conditions. Cellular uptake rate of 1 μCi·mL^−1^ [^3^H]‐ibuprofen (50 nm) in MDCK I cells treated with (100 nm) Neg‐siRNA (300 mOsm), Neg‐siRNA (500 mOsm), Tmem184b‐1‐siRNA (500mOsm), Tmem184b‐2‐siRNA (500 mOsm) and Tmem184b‐3‐siRNA (500 mOsm). The MDCK I cells were exposed to hyperosmolality 24 h after the siRNA treatment and the hyperosmotic exposure lasted 24 h. HBSS containing 10 mm HEPES adjusted to pH 7.4 with 1 mm NaOH was used as uptake buffer at 37°. The uptake was measured for 5 min. Each column represents the mean ± SEM of three different cell passages (*n* = 3). One‐way ANOVA followed by Dunnet's multiple comparison test was used to determine the levels of statistical significance (*P < 0.05).

The ibuprofen uptake was 8.4 times higher in the hyperosmotic (500 mOsm)‐treated MDCK I cells compared to the isosmotic (300 mOsm)‐treated MDCK I cells, when they were transfected with Neg‐siRNA, which was significantly different. Only Tmem184b‐2‐siRNA resulted in a significant decrease of the ibuprofen uptake in hyperosmotic (500 mOsm)‐treated MDCK I cells. The two other Tmem184b‐siRNA constructs had no significant effect on the ibuprofen uptake.

## Discussion

### Nfat5 is involved in the upregulation of an ibuprofen carrier in hyperosmotic‐treated MDCK I cells

The NFAT family consists of five proteins, that is NFAT1 (NFATc2 or NFATp), NFAT2 (NFATc1 or NFATc), NFAT3 (NFATc4), NFAT4 (NFATc3 or NFATx) and NFAT5 (TonEBP or OREBP) 13, whereof NFAT5 is important during hyperosmolality. As a response to hyperosmolality, mammalian cells upregulate the SLCs Slc6a6, Slc5a3 and Slc6a12 14, 15, 16. These carriers are, in part, responsible for the survival of the cell during states of hyperosmolality by accumulating uncharged small organic osmolytes. Nfat5 is the transcription factor involved in the osmotic regulation of Slc6a6, Slc5a3 and Slc6a12 3, 5, 6. During hyperosmolality, the level of NFAT5 in the nucleus increases. This is caused by an upregulation of NFAT5 and a translocation of NFAT5 from the cytoplasm to the nucleus 17.

In the present study, we investigated whether NFAT5 was involved in the regulation of an ibuprofen carrier functionally upregulated in MDCK I cells during hyperosmolality. A siRNA knockdown approach was used. A previous study found the protein level of NFAT 5 decreased 2 and 3 days after transfection with siRNA against NFAT5, whereas the level of NFAT5 was normal after 7 days 3. Similarly, we found that the protein level of Nfat5 decreased 3 days after transfection; however, the mRNA level was not significantly affected. The contradiction of the decreased protein level and unaffected mRNA may be because the effect of the siRNA knockdown is starting to lose effectiveness, which would first be seen at the mRNA level and later at the protein level. The known Nfat5 regulated SLCs *Slc6a6*,* Slc5a3* and *Slc6a12* as well as the enzyme *Akr1b1* were all found downregulated in Nfat5‐siRNA‐transfected cells in the transcriptome analysis. These results combined with the decreased function of Slc6a6, seen by a decrease in the taurine uptake, show that the Nfat5‐siRNA‐transfection provided a system with loss of function of Nfat5. The decreased ibuprofen uptake of siRNA‐Nfat5‐transfected MDCK I cells, therefore indicated that Nfat5 was involved in the upregulation of the responsible gene after exposure to hyperosmotic conditions. It could further indicate that the ibuprofen carrier was somewhat involved in the cellular response to hyperosmolality in MDCK I cells due to the role of Nfat5 during hyperosmolality. However, to confirm this further studies are needed.

### Tmem184b could be involved in the increased ibuprofen uptake in hyperosmotic‐treated MDCK I cells

Transporting proteins detected functionally, but with no knowledge of the underlying gene responsible, have traditionally been identified using expression cloning 14, 16, 18, 19, 20. We tried a similar approach to identify the ibuprofen carrier, with enrichment of mRNA by fractionation on a sucrose gradient and then expressed in *Xenopus laevis oocytes* (data not shown). However, the result showed no significant difference in the ibuprofen uptake in *Xenopus laevis oocytes* injected with the fractions of mRNA from hyperosmotic‐treated MDCK I cells. One complicating factor for analysing data on ibuprofen uptake in *Xenopus laevis oocytes* is that ibuprofen had a high passive transport in this system. Therefore, it was difficult to identify a low‐capacity carrier such as the ibuprofen carrier 8. A different approach was therefore needed to identify possible candidates for the ibuprofen carrier. The ibuprofen carrier is most likely upregulated transcriptionally 9. A transcriptome analysis of genes upregulated in hyperosmotic‐treated MDCK I cells should include the underlying transcript responsible for the ibuprofen uptake. Previously, we have identified the SLCs regulated by hyperosmolality in MDCK I cells 10. A siRNA approach to knock down each of the identified SLCs did not result in a potential candidate for the ibuprofen carrier (data not shown). It was therefore expected that the responsible gene was not currently annotated as a SLC. With the additional knowledge of the involvement of Nfat5 in the regulation of the ibuprofen carrier, we performed a transcriptome analysis to identify genes regulated by Nfat5 during hyperosmolality in MDCK I cells. The set of Nfat5 regulated genes was run against the Pfam protein family database to identify whether they belonged to a SLC family. The analysis revealed that, of the genes listed, Tmem184b is part of the Solute_trans_a family (PF03619). Solute_trans_a is the family of organic solute transporter alpha (SLC51A). SLC51A is the alpha subunit of the Ost_alpha_‐Ost_beta_ heterodimer carrier 20. The Ost_alpha_‐Ost_beta_ is responsible for the basolateral bile acid and steroid transport in the intestinal, renal and biliary epithelia 21. The physiological role of Tmem184b is still unknown, but a few studies have investigated Tmem184b 22, 23. TMEM184b is expressed in the nervous system, and it was suggested present in the plasma membrane and necessary for the maintenance of the peripheral nerve terminal and its morphology *in vivo* 22. Another study found TMEM184b upregulated in cancer, and that it is important for the migration and invasion of cancer *in vitro* 23. The family resembles between Tmem184b and Slc51a could reveal that Tmem184b might, in part, be involved for the ibuprofen uptake in MDCK I cells exposed to hyperosmolality. Further, resemblance between Ost_alpha_ and the ibuprofen carrier is that they are both anion carriers and sodium independent 8, 24. However, the uptake of anionic ibuprofen in hyperosmotic‐treated MDCK I cells is saturable both at the apical and at basolateral membrane, whereas Ost_alpha_‐Ost_beta_ is a basolateral carrier 9. As only one siRNA construct against *Tmem184b* had an effect on the uptake of ibuprofen, but all three knocked down the mRNA level of *Tmem184b*, it was not possible to unequivocally determine whether Tmem184b is partly responsible for the uptake of ibuprofen. The absent of attenuated ibuprofen uptake after treatment with two of the siRNA constructs against *Tmem184b* could possibly be explained by a lack of change in phenotype despite a substantial attenuation of the mRNA level of Tmem184b. *Tmem184b* was also found upregulated 9.8 and 7.0 times in a 12‐replica transcriptome analysis of hyperosmotic‐treated MDCK I cell caused by both raffinose (500 mOsm) and NaCl (500 mOsm), respectively, but no effect was seen by urea confirming the transcription osmotic regulation of Tmem184b 10.

## Conclusions

The present study showed that Nfat5 is involved in the regulation of the functional upregulation of ibuprofen transport in MDCK I cells during hyperosmotic exposure. By transcriptome analysis, a set of genes were identified, which were regulated by Nfat5 during hyperosmolality among these also Tmem184b. The upregulation of Tmem184b during hyperosmolality and the likely involvement of Nfat5 in the regulation improve the knowledge regarding Tmem184b about its function and regulation. The present study further suggested that Tmem184b is partly involved in the uptake of ibuprofen in hyperosmotic‐treated MDCK I cells.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

RNR contributed to the design of the study, data collection, data analysis, and data interpretation, and the drafting of the manuscript. CUN contributed to the design of experiment, data interpretation and drafting of the manuscript. KVC contributed to the design of the experiment, data interpretation and drafting of the manuscript. RH contributed to the design of the experiment, data interpretation and drafting of the manuscript. All authors read and approved the final manuscript.

## Supporting information

**Table S1.** List of genes regulated by Nfat5 in hyperosmotic‐treated MDCK I cells during hyperosmolality. The list includes the genes significantly (*P*‐adjusted < 0.05) upregulated by hyperosmolality (500 mOsm) compared to the isosmotic (300 mOsm) medium and simultaneously significantly decreased (*P*‐adjusted < 0.05) by both Nfat5‐siRNA treatments (500 mOsm) compared to the hyperosmotic condition (500 mOsm). The statistical analysis was performed with DESeq2, and the false discovery rate was controlled by the Benjamini–Hochberg–Yekutieli method with a significance level of 0.05. *n* = 2 passage. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

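RNA sequencing of MDCK I cells was analysed in 8 libraries, 2 each of Neg-siRNA (300 mOsm), Neg-siRNA (500 mOsm), Nfat5-1-siRNA (500 mOsm) and Nfat5-2-siRNA (500 mOsm). The western blots, the real-time PCR and the uptake of taurine and ibuprofen were not analysed here, and neither was Nfat5-3-siRNA, since the count table holds none of these measurements.

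The authors mapped the paired-end reads to CanFam 3.1 and deposited a table of read counts per gene, made with featureCounts 1.5.1 on the exons of the Ensembl 92 annotation. The strand option in the command of the file header was 0, so reads were counted without regard to strand. The command had no option to count pairs of reads as fragments. If mates were counted separately, the counts exceed the number of fragments and are not all independent of each other. In the table, a count of 2 occurred in 8508 cells and a count of 1 in 7419, and a count of 4 occurred in 4171 cells and a count of 3 in 3141, so even counts were more frequent than odd ones. The deposited counts were not normalized. The table also holds each gene's summed exon length in bases and its exon coordinates, which were used for the positions of genes and for the checks on gene length. No pair of library columns was identical, and 0 columns of values per library were left unused.

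The total count was 44515340 and 34564103 in replicates 1 and 2 of Neg-siRNA (300 mOsm), 41742578 and 43971253 in Neg-siRNA (500 mOsm), 46043788 and 45111348 in Nfat5-1-siRNA (500 mOsm), and 37488252 and 39036966 in Nfat5-2-siRNA (500 mOsm). The 10 genes with the most counts took between 5.22% and 9.18% of a library, and the mitochondrial genes took between 4.34% and 6.52%. The TMM normalization factors ranged from 0.883 to 1.12. The number of replicates, 2 per group, limits the precision more than the depth does for genes with many counts. A fold change against a group with at most 3 counts in each library was computed against 3 counts and is given as a lower bound.

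Genes with a summed count of at least 5 over the 8 libraries were kept, as in the paper's methods. Differences were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test on a design with the 4 groups. The standard error of a log2 fold change was computed from the F statistic of this test. The paper names the Benjamini-Hochberg-Yekutieli method, which was read as the Benjamini-Yekutieli adjustment, and an adjusted p-value under 0.05 was called significant. Tests were two-sided. The comparisons were Neg-siRNA (500 mOsm) against Neg-siRNA (300 mOsm), each Nfat5-siRNA (500 mOsm) against Neg-siRNA (500 mOsm), and Nfat5-2-siRNA against Nfat5-1-siRNA. The common dispersion was 0.0320 in this fit and 0.0168 with the replicate number as a block. The pairing behind the block comes from the replicate numbers and cell passages given for the samples, where replicate 1 is passage 15 and replicate 2 is passage 17 in each group. Correlations and clustering were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, on log2 CPM with a prior count of 2.

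The model fits were tested on simulated data, in which counts were drawn from the means and library sizes of the real genes and 200 genes were changed by known folds. With edgeR, 149 of the 200 changed genes (74.5%) were recovered among 19362 tested genes, and 9 unchanged genes were called. With DESeq2, 154 (77%) were recovered and 9 unchanged genes were called. With a simulated difference between passages and the replicate number as a block, edgeR recovered 186 (93%) among 19441 tested genes and called 8 unchanged genes. These counts were drawn with a lower dispersion than the others, and the passage difference of a gene was the same in all groups. The fit without the block was not run on them. The 93% therefore cannot be set against the 74.5% as a gain from the block.

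The alternatives were DESeq2's size factors in the edgeR fit, no filter on low counts, edgeR's filterByExpr, DESeq2 1.42.0 with the Benjamini-Yekutieli adjustment, the Benjamini-Hochberg adjustment, DESeq2 with the Benjamini-Hochberg adjustment, the replicate number as a block, and a fit of only the 4 samples compared. Each replicate was also left out in turn for the log2 fold change of each named gene, without a test, since this leaves 1 library in a group. These alternatives, the comparisons and the way each was tested were chosen before the data were examined. The explanations tested for a pattern were chosen once that pattern had been seen. DESeq2 with its fold-change prior, and leaving out each library for the correlation between the hyperosmotic and siRNA changes, were added after the data were examined.

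The genes to name were set by a rule. They were the genes that the paper's text names and those of Fig. 4, the 5 largest hyperosmotic rises and the 5 largest mean falls over both siRNAs among the genes higher with hyperosmolality and lower with both siRNAs, the 3 largest hyperosmotic rises among the genes higher in all 3 comparisons, and the 3 largest differences between the siRNAs. Changes had to have the same direction in both passages, and a mean of at least 10 CPM was required, in Neg-siRNA (500 mOsm) or, for the difference between the siRNAs, in either siRNA group. The same direction in both passages was not required for that difference. Genes known only by an identifier were passed over after the first in the lists of rises, falls and differences, so larger changes of such genes can be missing from these lists. Gene names were taken from Table S1, where 860 of 989 genes have a symbol, and Nfat5 was identified by its neighbour NQO1. The names Gapdh, Slc22a6, Slc51a, Slc51b, Tmem184a, Tmem184c and 16 genes of Fig. 4 could not be paired with an identifier, and these genes were not analysed here.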

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

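The tests chosen only after the result was seen, in full or in part, are those of the scaling between libraries for the difference between the siRNAs and for the genes with the same direction in all 3 comparisons, those on the lists of cell division and stress genes, those of a shift of all genes alike, and that of the direction of the difference in the 8 genes.

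The effects of the siRNA constructs differed for 8 genes, in the direct comparison of Nfat5-2-siRNA (500 mOsm) with Nfat5-1-siRNA (500 mOsm) by edgeR's quasi-likelihood test with the Benjamini-Yekutieli adjustment. Of these, 6 were higher and 2 were lower with Nfat5-2-siRNA, and 6 of the 8 are known only by an identifier. The largest difference was that of ENSCAFG00000011265, and the genes with a symbol were ITGB6 and SYTL2; the other 5 genes are not named here, and some of them differed more than ITGB6 and SYTL2. ENSCAFG00000011265 was measured at 4.69 ± 1.50 CPM with Nfat5-1-siRNA and 51.0 ± 14.7 CPM with Nfat5-2-siRNA (SD, n = 2), a log2 difference of 3.44 (SE 0.30, adjusted p = 0.00613, edgeR). The log2 difference was −1.43 for ITGB6 (SE 0.16, adjusted p = 0.0192, edgeR), which was lower with Nfat5-2-siRNA in both passages, and 1.14 for SYTL2 (SE 0.13, adjusted p = 0.0333, edgeR), which was higher in both passages. At an unadjusted p-value under 0.05, 2957 genes differed, where 991.75 are expected by chance among 19835 tested genes. With the replicate number as a block, 979 genes differed, 474 of them higher and 505 lower with Nfat5-2-siRNA, and these included all 8.

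The technical explanations examined for this difference were depth, scaling and gene length. With every library thinned to the smallest total, 16 genes differed, and with the block as well, 933 did, so the totals of the Nfat5-2-siRNA libraries, lower than those of Nfat5-1-siRNA, did not account for the difference. With median-of-ratios size factors in place of TMM, 34 genes differed. These factors shifted the log2 difference by a median of only 0.03, too little to test scaling. A shift of all genes alike cannot give both higher and lower genes in the same comparison. With the block, 474 genes were higher and 505 lower with Nfat5-2-siRNA. This argues against scaling as the source of the difference as a whole. The exact number of genes that differ, and the change of a single gene, cannot be told apart from an effect of scaling. Across 12424 genes, the log2 difference between the siRNAs followed the exon length with Spearman's rho of −0.0645, too weak for length bias to account for it. A biological explanation given by the design is that Nfat5-2-siRNA acted more strongly on the same genes. Of the 979 genes that differed with the block, the difference had the direction of the mean effect of both siRNAs in 663, or 67.7%, which lies between the share of no relation, 50%, and the share set beforehand for this explanation. For these 663 genes, the difference cannot be told apart from a stronger action of Nfat5-2-siRNA, which does not account for the other 316. Of the 8 genes, 3 (37.5%) had that direction, ENSCAFG00000011265 and SYTL2 among them, and for these a stronger action is not ruled out either. It does not account for the other 5, and in 3 of those the siRNAs had effects of opposite sign. ITGB6 had a log2 fold change of 0.72 with Nfat5-1-siRNA (adjusted p = 0.0523, or 0.000152 with the block, edgeR) and −0.71 with Nfat5-2-siRNA (adjusted p = 0.0468, or 0.000244 with the block, edgeR). Over the alternatives these adjusted p-values ranged from 0.000152 to 0.0711 and from 0.000244 to 0.338. Whether either construct acts on other transcripts was not tested, since no genome sequence was used here.

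In addition, 31 genes were significantly higher with hyperosmolality and again higher with both siRNAs, and 115 were significantly lower in all 3 comparisons. These directions lie outside the set of genes that the paper's text discusses. The control for the siRNA effects, Neg-siRNA (500 mOsm), lay between the Neg-siRNA (300 mOsm) and the Nfat5-siRNA levels for these genes. With the replicate number as a block, 181 genes were higher and 387 were lower in all 3 comparisons. The 3 genes with the largest hyperosmotic rise among those higher in all 3 comparisons, at a mean of at least 10 CPM in Neg-siRNA (500 mOsm), were CEMIP, HMOX1 and KIF21A. CEMIP was measured at 3.65 ± 2.35 CPM in Neg-siRNA (300 mOsm), 91.7 ± 39.7 CPM in Neg-siRNA (500 mOsm), 568 ± 61.4 CPM in Nfat5-1-siRNA (500 mOsm) and 655 ± 11.3 CPM in Nfat5-2-siRNA (500 mOsm) (SD, n = 2). The log2 fold changes of KIF21A were 2.22 with hyperosmolality, 1.31 with Nfat5-1-siRNA and 1.22 with Nfat5-2-siRNA.

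With median-of-ratios size factors, 144 genes had the same direction in all 3 comparisons, and with every library thinned to the smallest total 141 did, against 146 in the fit reported, so depth did not account for these genes. The change of size factors shifted the log2 fold changes by a median of at most 0.05 in a comparison, too little to test scaling. All 146 genes lay on the side of their change from the median log2 fold change of all genes with a mean of at least 1 CPM, in each of the 3 comparisons, but this follows from their selection, since their smallest log2 fold change was 0.59 in size, and it tests nothing. A shift of all genes alike cannot give both rises and falls in the same comparison, so scaling is not the source of the pattern as a whole, while its part in the change of a single gene cannot be told apart. Across genes, the mean siRNA log2 fold change followed exon length with Spearman's rho of 0.127. That value lies between the limits set for and against length bias, so the pattern as a whole cannot be told apart from a bias by gene length. A list of 43 genes of the protein and oxidative stress response was compared with the other named genes of Table S1, with HMOX1 left out because it prompted the test. None of the 8 listed genes in Table S1 rose in all 3 comparisons, against 76 of 851 other genes, or 8.93% (Fisher's exact test, two-sided p = 1). All 8 were higher with hyperosmolality and lower with both siRNAs, so these 8 stress genes did not share the pattern. With 8 genes and a share of 8.93% among the others, the test has little power. Listed genes outside Table S1 were not examined, so the list as a whole is not covered.

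Cell division was tested as an explanation for the genes that fell in all 3 comparisons, with a list of 104 genes. Of the 36 listed genes in Table S1, 35 (97.2%) fell in all 3 comparisons, against 128 of 824 other named genes, or 15.5% (Fisher's exact test, two-sided p = 6.28e-26, or 1.26e-25 after Bonferroni adjustment for the 2 lists). The list was prompted by CCNB2, KIF22 and KIF23, which had been seen to fall in Table S1; without them, 32 of 33 genes fell (Fisher's exact test, two-sided p = 8.59e-24). Genes of such a list are not independent of each other, so the p-value describes the overlap only. The exception was KIF18A, which rose with hyperosmolality by a log2 fold change of 1.00 and fell with both siRNAs. The median log2 fold change of the 36 genes was −1.33 with hyperosmolality, −1.59 with Nfat5-1-siRNA and −1.83 with Nfat5-2-siRNA. The fall was significant in all 3 comparisons for 29 of the 36 genes in the edgeR fit, and for 35 with the replicate number as a block. TOP2A, chosen after its values were seen, fell from 474 ± 20.0 CPM in Neg-siRNA (300 mOsm) to 160 ± 41.3 CPM in Neg-siRNA (500 mOsm), 51.6 ± 15.0 CPM in Nfat5-1-siRNA (500 mOsm) and 37.8 ± 6.50 CPM in Nfat5-2-siRNA (500 mOsm) (SD, n = 2).

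Technical explanations for the fall of the cell division genes were tested separately. Of 36 other named genes of Table S1 matched on exon length, 16.7% fell in all 3 comparisons, and of 36 matched on mean CPM 22.2% did, both far below the share of the cell division genes. In each passage on its own, 35 of the 36 genes fell in all 3 comparisons, but Table S1 holds genes that changed over both passages, so this follows from the selection and does not test a single passage as the cause. With median-of-ratios size factors 35 did as well, but these factors were too close to those of TMM to test scaling. In all 3 comparisons, 35 of the 36 genes lay below the median log2 fold change of all genes with a mean of at least 1 CPM, which follows from the size of their falls and is no test of scaling either. Length and expression level therefore did not account for the fall, while the fall in absolute terms cannot be told apart from an effect of scaling. That hyperosmolality and the Nfat5-siRNAs each lowered the share of dividing cells is a hypothesis only, since it was formed and tested on the same libraries and no measure of cell division was used here.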

How the results depend on the processing

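Among the alternatives, DESeq2 with its fold-change prior and leaving out each library for the correlation were chosen after the data were examined; the others were set before.

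For the counts of genes, 40 of the 90 values under the alternatives lay within 1.5 times the count reported and 50 did not. These values include those of the Fig. 4 count, which all lay within 1.5 times and are given separately below. The results are given in the order hyperosmolality higher and lower, Nfat5-1-siRNA higher and lower, Nfat5-2-siRNA higher and lower, genes that differ between the siRNAs, genes higher with hyperosmolality and lower with both siRNAs, and genes changed in all 3 comparisons. The reported counts were 2246, 1831, 674, 898, 926, 1464, 8, 325 and 596. With the Benjamini-Hochberg adjustment they were 3709, 3324, 1807, 2226, 2207, 3043, 186, 816 and 1805. With DESeq2 and the Benjamini-Hochberg adjustment they were 3672, 3460, 2175, 2335, 2533, 2910, 713, 841 and 2061. With the replicate number as a block they were 3441, 3124, 1906, 2358, 2124, 3044, 979, 875 and 1936. Without a filter on low counts, the results from Nfat5-1-siRNA higher onwards moved, to 1232, 1634, 1560, 2200, 337, 591 and 1168. With DESeq2 the results that moved were Nfat5-1-siRNA higher and lower (1268 and 1414), Nfat5-2-siRNA higher (1608), the difference between the siRNAs (213), the genes higher with hyperosmolality and lower with both siRNAs (490) and the genes changed in all 3 comparisons (1051). With DESeq2 and its fold-change prior the same results moved, to 1261, 1419, 1618, 217, 494 and 1051. With only the 4 samples compared, Nfat5-2-siRNA lowered 833 genes. The difference between the siRNAs was 34 genes with DESeq2's size factors, 0 genes with filterByExpr and 0 genes with only the 4 samples compared, where 2737 of 15388 genes and 2702 genes, respectively, had an unadjusted p-value under 0.05. The cause was not tested for any of these changes. Leaving out a replicate leaves 1 library in a group, so no counts of genes were made that way, and splits of the samples into other groups were not counted, since each group has 2 samples.

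The genes were shared between settings. Of the 325 genes higher with hyperosmolality and lower with both siRNAs, all were also called with the Benjamini-Hochberg adjustment, without a filter and with the replicate number as a block, 324 with DESeq2 and the Benjamini-Hochberg adjustment, 317 with DESeq2 with or without its prior, 306 with DESeq2's size factors, 260 with filterByExpr and 233 with only the 4 samples compared. The block lowered the common dispersion from 0.0320 to 0.0168, and the passage differences of the groups were correlated with each other, with a mean r of 0.311. The residual degrees of freedom fell from 4 to 3 with the block. The prior degrees of freedom, by which edgeR pools the variance over genes, rose from 9.19 to 107.72. The smaller p-values with the block need not come from the passages alone. Without a filter and without the block, the adjusted p-values of the hyperosmotic rise were 1.61e-14 for NFAT5 and 2.74e-27 for SLC6A6 (edgeR's quasi-likelihood test). In the fit reported they were 1.07e-05 and 1.62e-06 by the same test, so p-values also fell far where passages played no part.

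Of the Fig. 4 genes, 26 met the criteria in the fit reported and between 20 and 32 under the alternatives. The number of groups whose replicates joined first was 3, and 4 under each of the other 3 ways of clustering.

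The hyperosmotic log2 fold change of NFAT5 stayed between 1.81 and 1.86 under the alternatives and was significant in each. It ranged from 1.73 to 1.91 across the 4 fits that each left out one replicate. The changes of NFAT5 with the siRNAs were significant under none of the alternatives, with adjusted p-values from 0.26 to 1 for Nfat5-1-siRNA and from 0.419 to 1 for Nfat5-2-siRNA. With a replicate left out, the NFAT5 change with Nfat5-2-siRNA ranged from −0.187 to −0.00748. For TMEM184B, each change kept its direction and its significance under each alternative, with adjusted p-values of at most 0.0188, and from 4.79e-13 to 0.0188 for Nfat5-1-siRNA. With a replicate left out, the TMEM184B change ranged from 2.89 to 3.06 with hyperosmolality and from −1.34 to −0.999 with Nfat5-2-siRNA.

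The correlation between hyperosmotic and siRNA log2 fold changes, −0.280, was −0.255 at a mean of at least 10 CPM and −0.209 and −0.254 with different control libraries for the 2 comparisons. It ranged from −0.319 to −0.250 across the 8 fits that each left out one library.

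For the other named genes, 481 of 513 values under the tested alternatives kept their direction and their side of the threshold, 8 lost significance, 24 gained it and 0 reversed. The fall of SLC5A3 with Nfat5-1-siRNA gained significance with no filter, DESeq2, DESeq2 with its prior, Benjamini-Hochberg, DESeq2 with Benjamini-Hochberg and the replicate block, and its adjusted p-value ranged from 4.28e-07 to 0.133 over the alternatives. The values that lost significance were the falls of ENSCAFG00000008366 with both siRNAs under DESeq2 with and without its prior, the rise of ADGRF4 with hyperosmolality under filterByExpr, and the fall of ITGB6 with Nfat5-2-siRNA under DESeq2's size factors, filterByExpr and only the 4 samples compared. Of 228 values of these genes with a replicate left out, 62 moved by more than the spread between replicates and 0 reversed.

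Depth limits the genes that were nearly absent at 300 mOsm. In a library of Neg-siRNA (300 mOsm), SLC5A3 had at most 14 counts, ENSCAFG00000008366 at most 11, SDCBP2 at most 2 and PRSS35 had 0. The size of their rise is therefore known less well than its direction. Under the alternatives, the log2 fold change of ENSCAFG00000008366 with hyperosmolality ranged from 4.85 to 10.2.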

Differences from the paper's values

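DESeq2 with its fold-change prior was chosen only after the values of Table S1 were seen.

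The paper reports 989 genes that were upregulated by hyperosmolality and decreased by both Nfat5-siRNAs, against 325 here. The count lay within 1.5 times the paper's with the Benjamini-Hochberg adjustment (816), with DESeq2 and the Benjamini-Hochberg adjustment (841) and with the replicate number as a block (875). It did not with DESeq2's size factors, no filter, filterByExpr, DESeq2 or only the 4 samples compared, all set before the data were examined. Table S1 itself holds 463 genes with these directions. Against 463, the count lay within 1.5 times as reported (325), with no filter (591) and with DESeq2 (490). DESeq2 with its fold-change prior (494), chosen after seeing the values, did as well. The other alternatives did not, among them the Benjamini-Hochberg adjustment (816) and the replicate number as a block (875).

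Table S1 of the paper lists 989 genes, and 596 genes changed in all 3 comparisons here when the direction was left open. The count lay within 1.5 times the paper's without a filter (1168) and with DESeq2 (1051), where 986 of the genes of Table S1 were among the 1051. It also did with DESeq2 and its fold-change prior (1051), which was chosen after seeing the values and called all 989. It was lower with DESeq2's size factors, filterByExpr and only the 4 samples compared, and higher with the Benjamini-Hochberg adjustment, DESeq2 with the Benjamini-Hochberg adjustment and the replicate number as a block, the last 3 of which called all 989 genes of Table S1.

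For AKR1B1 the paper's log2 fold change with Nfat5-2-siRNA in Table S1 is −1.99, against −2.10 here. The difference was within the replicate SD with DESeq2's size factors (−2.05), with DESeq2 under either adjustment (−2.05) and with only the 4 samples compared (−2.03). It was not with no filter, filterByExpr, Benjamini-Hochberg or the replicate number as a block. It also was within it with DESeq2 and its fold-change prior (−1.99), chosen after seeing the values.

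For SLC6A12 the paper's log2 fold change with hyperosmolality in Table S1 is 7.65, against 9.01 here, and none of the alternatives set before the data were examined closed the gap. DESeq2 with its fold-change prior, chosen after seeing the values, gave 7.67. With Nfat5-2-siRNA the paper's log2 fold change of SLC6A12 is −1.67, against −1.92 here. Of the alternatives set before the data were examined, only the fit of the 4 samples compared brought it within the replicate SD, at −1.85, and the prior, chosen after seeing the values, gave −1.67.

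For SLC5A3 the paper's log2 fold change with hyperosmolality in Table S1 is 5.16, against 5.92 here. None of the alternatives set before the data were examined closed the gap, and DESeq2 with its fold-change prior, chosen after seeing the values, gave 5.17.

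The paper describes the genes of Table S1 as upregulated by hyperosmolality and decreased by both siRNAs. The signs in Table S1 and those computed here were the same for all 989 genes, and 463 of the genes had these directions. Another 247 were lower with hyperosmolality and higher with both siRNAs, 84 were higher in all 3 comparisons, 193 were lower in all 3, and 2 had a different direction for each siRNA. With DESeq2, 462 of the 463 genes were called with these directions, and with its prior all 463 were.

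The legend of Fig. 4 describes its genes in the same way. HMOX1, which Fig. 4 draws higher with both siRNAs, was significantly higher with both here. NIPAL1 and AMDHD1, which Fig. 4 draws lower with hyperosmolality, could not be paired with an identifier and were not analysed here. Of the 34 genes of Fig. 4 that could be paired, 26 met the criteria, and 32 did with no filter, DESeq2, Benjamini-Hochberg, DESeq2 with Benjamini-Hochberg, the replicate number as a block, or DESeq2 with its prior, chosen after seeing the values. Of the 50 genes in Fig. 4, 17 were not found in Table S1 by name or identifier. The other 33 are all among the 34 paired genes, so the pairing favours genes that meet the criteria.

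The paper states a significant involvement of Nfat5 for Slc5a3. Here its fall with Nfat5-1-siRNA had an adjusted p-value of 0.0716 by edgeR's quasi-likelihood test, and it was significant with no filter (0.000303), DESeq2 (0.00532), Benjamini-Hochberg (0.00683), DESeq2 with Benjamini-Hochberg (0.000524) and the replicate number as a block (4.28e-07), and with DESeq2 and its prior (0.00497), chosen after seeing the values. Over all alternatives the adjusted p-value ranged from 4.28e-07 to 0.133.

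The paper states that its tree of the transcriptomes resembled that of Fig. 4, where the replicates of each group join each other. Here the replicates of 3 of the 4 groups joined first, and those of all 4 did with Spearman's rho, with the 500 genes of largest variance, and with Euclidean distance and complete linkage.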

Other observations

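The tests on MRPS6 below were chosen only after the result was seen.

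The negative correlation between the hyperosmotic and the siRNA log2 fold changes, −0.280 across 12424 genes, could arise from noise in the Neg-siRNA (500 mOsm) libraries that both comparisons share. With different control libraries for the 2 comparisons, the weaker of the 2 values of Pearson's r was −0.209, more than 50% of the size of the reported value, so noise in shared libraries did not account for it alone. The correlation of the effects of the 2 siRNAs was 0.844 with the shared control libraries, and 0.759 and 0.723 when each siRNA was compared with a different replicate of the control.

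MRPS6, at position 2 of Fig. 4, rose from 11.7 ± 1.65 CPM in Neg-siRNA (300 mOsm) to 293 ± 1.89 CPM in Neg-siRNA (500 mOsm) and was 116 ± 12.2 and 102 ± 0.469 CPM with the siRNAs (SD, n = 2). It lies on chromosome 31, as does SLC5A3, and the first exons of both genes are 139 bases long. Only 99 of 26285 genes with more than 1 exon, or 0.377%, have a first exon of that length. Reads of SLC5A3 from a copy of its first exon in the annotated MRPS6 were tested as the source of the rise. Equal lengths cannot show equal sequences. The rise of SLC5A3 itself, 15.2 CPM, was 5.42% of the 281 CPM by which MRPS6 rose. Reads as numerous as those counted for SLC5A3 therefore did not account for the rise of MRPS6. Reads of SLC5A3 assigned to MRPS6 would be missing from the SLC5A3 count, so the comparison cannot rule out more numerous reads of this kind. Reads that map to several places were not counted in the table and were not tested.

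Of the 325 genes higher with hyperosmolality and lower with both siRNAs, the mean siRNA fall undid over 50% of the hyperosmotic rise on the log2 scale in 237 genes and over 100% in 99. These genes were selected for significant falls, which favours large shares. A further 125 genes were significantly lower with hyperosmolality and significantly higher with both siRNAs.

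The log2 fold changes printed in Table S1 differed from those of DESeq2 with its fold-change prior by a median of 0.00336 with hyperosmolality, 0.00312 with Nfat5-1-siRNA and 0.00557 with Nfat5-2-siRNA. The median differences from DESeq2 without the prior were 0.0338, 0.0297 and 0.0346, and those from edgeR were 0.0398, 0.0446 and 0.0748.

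Of the 34 paired genes of Fig. 4, 30 were among the 50 genes with the smallest hyperosmotic p-value of those called by DESeq2 as higher with hyperosmolality and lower with both siRNAs. The largest rank of a paired gene by that p-value over all genes was 486. The first 4 principal components of log2 CPM held 48.9%, 21.6%, 9.19% and 7.14% of the variance.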
